# Hexavalent chromium–induced epigenetic instability and transposon activation lead to phenotypic variations and tumors in *Drosophila*

**DOI:** 10.1093/eep/dvac030

**Published:** 2022-12-28

**Authors:** Rasesh Y Parikh, Vamsi K Gangaraju

**Keywords:** hexavalent chromium, epigenetic instability, tumor, developmental robustness, canalization, epigenetic inheritance

## Abstract

Developmental robustness represents the ability of an organism to resist phenotypic variations despite environmental insults and inherent genetic variations. Derailment of developmental robustness leads to phenotypic variations that can get fixed in a population for many generations. Environmental pollution is a significant worldwide problem with detrimental consequences of human development. Understanding the genetic basis for how pollutants affect human development is critical for developing interventional therapies. Here, we report that environmental stress induced by hexavalent chromium, Cr(VI), a potent industrial pollutant, compromises developmental robustness, leading to phenotypic variations in the progeny. These phenotypic variations arise due to epigenetic instability and transposon activation in the somatic tissues of the progeny rather than novel genetic mutations and can be reduced by increasing the dosage of Piwi - a Piwi-interacting RNA–binding protein, in the ovary of the exposed mother. Significantly, the derailment of developmental robustness by Cr(VI) exposure leads to tumors in the progeny, and the predisposition to develop tumors is fixed in the population for at least three generations. Thus, we show for the first time that environmental pollution can derail developmental robustness and predispose the progeny of the exposed population to develop phenotypic variations and tumors.

## Introduction

Developmental robustness (also known as canalization) refers to the ability of an organism to resist phenotypic variations despite inherent genetic variations and environmental perturbations. Developmental robustness was initially conceptualized by Conrad Waddington [1], but molecular insights into the same remained elusive until the discovery of the role of heat shock protein 90 (Hsp90) in developmental robustness [2, 3]. The mutation or pharmacological inhibition of Hsp90 led to the expression of cryptic genotype variations, which are usually silenced. This argued for a mechanism in which Hsp90 acts as a capacitor for morphological evolution, where the expression of cryptic variations allows rapid evolutionary changes in response to environmental pressure/stress. Furthermore, using a genetic screen, an epigenetic mechanism was proposed by which the Trithorax-group proteins function along with Hsp90 in silencing cryptic variations [4]. More recent work has shown that such an epigenetic mechanism can involve the regulation of the influence of endogenous retroviruses on neighboring genes [5].

*Drosophila* Hsp83 (Hsp90), co-chaperone Stip1, and Piwi - a Piwi-interacting RNA (piRNA)-binding protein, interact with each other and promote developmental robustness [6]. This work led to the hypothesis that in times of stress, Hsp83 and Piwi functions would be compromised to increase genetic and epigenetic variability, leading to phenotypic variations that can then be subjected to natural selection and fixed in a population in subsequent generations [7]. Here, we test if environmental stress induced by industrial pollutants derails developmental robustness, leading to transgenerational effects. Environmental pollution is a significant worldwide problem with detrimental consequences for human development. Specifically, the effect of exposure to environmental pollutants on subsequent generations remains a considerable void in our understanding of the long-term effects of pollution.

In this work, we used hexavalent chromium, Cr(VI), a potent industrial pollutant, as the stressor since Cr(VI) has been shown to inhibit Hsp83 expression in human cell lines [8]. We reasoned that Cr(VI) exposure–induced inhibition of the Hsp83 function would derail developmental robustness and lead to phenotypic variations in the progeny (Fig. 1a). The US Environmental Protection Agency, the International Agency for Research on Cancer, and the National Institute of Occupational Safety and Health all classify Cr(VI) compounds as human carcinogens. Several million workers worldwide and about half a million in the USA face occupational exposure to Cr(VI) compounds. Occupational exposure mainly occurs via chronic inhalation and dermal contact with manufacturing products. Environmental exposure happens by the discharge of Cr(VI) contaminants in the drinking water supply chain, affecting millions of people, and by the release into the air via burning fossil fuel. An example of Cr(VI) pollution includes groundwater contamination in the town of Hinkley, CA, where residents are still concerned about the presence Cr(VI) in well water.

**Figure 1:**
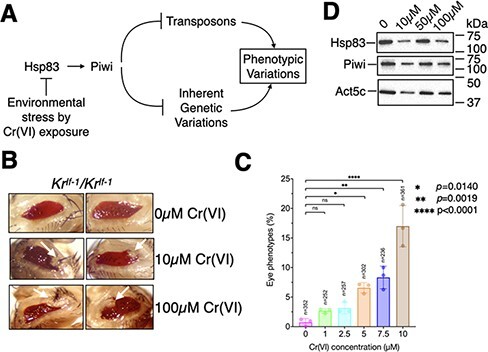
Cr(VI) exposure leads to developmental defects in the progeny. (a) A flowchart representing our working hypothesis. (b) Eye developmental defects (white arrows) observed in the progeny of flies exposed to various concentrations of Cr(VI). (c) Quantitation of developmental defects. ‘*n*’ indicates the number of flies scored for developmental defects. (d) Immunoblot results showing the levels of indicated proteins in various Cr(VI)-exposure conditions

Much of the genotoxicity by Cr(VI) compounds is induced when Cr(VI) is reduced to Cr(III) intracellularly [9–11]; genotoxic events include DNA damage via DNA strand breaks [12–15], DNA interstrand crosslinks [16, 17], and DNA oxidation [18–23]. Cr(VI) does not directly interact with DNA. However, intermediate products of Cr(VI) reduction, Cr(IV), Cr(V), and Cr(III), can interact with DNA [24–26]. Recent work has also shown that Cr(VI) can exert its effects via epigenetic mechanisms. Cr(VI) exposure was shown to increase DNA methylation and silencing of a bacterial reporter gene in human cell lines [27]. In plants, Cr(VI) exposure causes genome-wide DNA hypermethylation [28]. Also, exposure of human lung cancer cell lines (A549) to potassium chromate induces global changes in various histone tail modifications [29]. Furthermore, chromate exposure increased H3K9 dimethylation in the MLH1 promoter, leading to decreased MLH1 expression [29].

## Results

To test if Cr(VI) exposure induces phenotypic variations in the progeny, we exposed male and female *Kr^If-1^* flies to various concentrations of K_2_Cr_2_O_7_, a Cr(VI) compound, and scored for phenotypic variations in F1 flies. The concentration of Cr(VI) used in this study is consistent with previous cell line exposure studies [8]. *Kr^If-1^* is a spontaneous mutation and a gain of function allele of *Krüppel* (*Kr*)—a zinc finger transcription factor required during early embryogenesis [30]. The exact nature of the *Kr^If-1^* allele has not been characterized yet. *Kr^If-1^* results in ectopic expression of *Kr* in the ventral region of the eye imaginal disc, which, in turn, misregulates homeotic genes resulting in eye outgrowths if not repressed by developmental robustness [31, 32]. Using this model system, mutations in Hsp83, *trx* group proteins, and the piRNA pathway induced phenotypic variations in the progeny [4, 6]. We noted that exposure of parents to Cr(VI) exposure led to eye phenotypic variations (Fig. 1b) in the offspring in a dose-dependent manner (Fig. 1c), suggesting that the phenotypic variations were produced in response to the presence of Cr(VI) in the food. These phenotypic variations are similar to those induced by the loss-of-function alleles of *piwi, aub, Hsp83*, and Trithorax-group genes [4, 6]. From here on, Cr(VI) refers to K_2_Cr_2_O_7_. Cr(VI) exposure did not affect the protein levels of Hsp83 and Piwi (Fig. 1d), suggesting that phenotypic variations were due to alterations in the post-translational function of these proteins.

To further characterize the Cr(VI) exposure effect on F1 development, we exposed either males or females to Cr(VI) and allowed them to mate with the opposite sex flies that were never exposed to Cr(VI). Exposure of females to Cr(VI) produced 3- to 4-fold more F1 phenotypic variations than the exposure of males (Fig. 2a and b). The most extreme phenotypic variation was the growth of an appendage from the ventral region of the eye (Fig. 2a, highlighted box). This result led us to conclude that the exposure of parents, especially mothers, to Cr(VI) can derail cell fate determination in the progeny. To test if Cr(VI) exposure–induced phenotypic variations in F1 are due to novel genetic mutations, we performed single-fly whole genome sequencing to identify, if any, Cr(VI) exposure–induced DNA mutations. For the robustness of the procedure, we performed whole genome sequencing using two independent flies with two different phenotypic variations (Figs 2c, S1, and S2). Data analysis was performed using the BWA Whole Genome Sequencing (v1.0) BaseSpace Workflow from Illumina (see Methods for more details) using the *dm3* genome as the reference. While we noted small variants and large structural variations in the genome in flies with different phenotypes compared to the reference genome, none of these variations were within genes, 5ʹ and 3ʹ UTRs, mature miRNAs, or in splice site regions (Figs 2c, S1, and S2). This result shows that Cr(VI) exposure–dependent phenotypic variations shown in Figs 1 and 2a are not caused by mutations that directly affect the function of a gene; perhaps inherent genetic variations or *de novo* mutations in the non-coding portion of the genome results in altered phenotypes.

**Figure 2:**
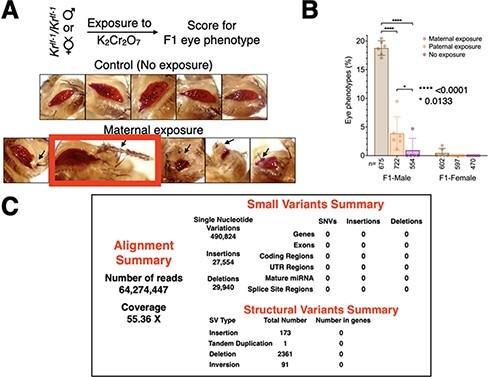
Cr(VI) exposure–dependent developmental defects in the progeny are not due to genetic mutations. (a) Eye phenotypes in the progeny upon exposure of only mothers to 10 μM Cr(VI) for 6 days. (b) Quantitation of phenotypes in the progeny upon either maternal or paternal exposure to 10 μM Cr(VI). Maternal exposure has a significant effect when compared to paternal exposure. (c) Results from bioinformatic analysis of single-fly whole genome sequencing. An image of the fly eye with phenotypic variation used for whole genome sequencing is shown in a highlighted box in A. A summary of small variations and large structural variations in the genome is also shown. Mutations that would directly affect the function of a gene directly did not occur upon exposure to 10 μM Cr(VI)

Epigenetic instability altering gene transcription can increase phenotypic diversity [33]. We reasoned that if the Cr(VI) exposure–induced phenotypic variations were due to epigenetic instability, we should note a significant difference in the transcriptome of flies with and without phenotypic variations. To this end, we performed mRNA-seq of head tissues of the progeny with and without phenotypic variations, compared to their transcriptomes [fragments per kilobase of transcript per million mapped reads (FPKM) of 34 437 transcripts], and calculated the *Pearson* correlation coefficient (*r*) (Fig. 3a). 

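Heads of F1 flies whose parents were exposed to 10 µM Cr(VI) were compared in 4 mRNA-seq libraries. They were 2 biological repeats without and 2 with phenotypic variations of the eye, each from 10 heads. The flies carried Kr^If-1, a dominant Krüppel allele that sensitizes the eye to loss of developmental robustness. The authors sequenced polyA-selected single-end reads of 50 cycles, aligned them to RefSeq mRNAs (dm6) with Bowtie 2, and quantified them with RSEM as FPKM. The deposited values used here are per gene and cover 16680 genes, of which 1172 were listed at 0 in all libraries. The number of reads per library is unknown from FPKM, so no counting interval was computed. The size of the lowest values showed that the libraries differed little in relative depth, at 1.10 for repeat 2 without phenotype and 1.10 and 0.969 for repeats 1 and 2 with phenotype, relative to repeat 1 without phenotype. From there, log2(FPKM + 1) of the 10194 genes with a mean of at least 1 FPKM was compared between the groups with limma, with a mean-variance trend and Benjamini-Hochberg adjustment. The threshold was an adjusted p under 0.1, the false discovery rate of the paper. Fold changes on this scale understate the change of genes with few FPKM. The paper used EBSeq on RSEM output for this step, which could not be repeated from FPKM. An exact permutation test of 2 libraries against 2 cannot give a two-sided p under 0.333.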

A decrease in transcriptome correlation (*r*) implies more significant variability in gene expression patterns, in other words, greater epigenetic instability. 

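The repeats of a condition had like transcriptomes across genes, with digestive enzymes among those that differed. Transcripts of many digestive enzymes were highest in repeat 1 without phenotype. Of 47 genes of a list of digestive enzymes with at least 1 FPKM in some library, 23 were 5-fold or more above all other libraries there, against 1 in repeat 2 without phenotype, 0 in repeat 1 with phenotype and 5 in repeat 2 with phenotype. The serine protease gene yip7, chosen after its values were seen, was at 136 FPKM in repeat 1 and 0.04 FPKM in repeat 2 without phenotype, and at 4.68 and 22.6 FPKM with phenotype. The larval cuticle protein gene Lcp65Ac was at 13.7 FPKM in repeat 1 and 40.2 FPKM in repeat 2 without phenotype. Over all 16680 genes, Pearson r of linear FPKM was 0.984 between the repeats without phenotype and 0.988 between the repeats with phenotype. These r are across genes, which are not independent replicates, so no p was computed.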

A comparison of transcriptomes between biological repeats of the same condition yielded an *r* of ∼0.99, suggesting that the two independent biological repeats have similar transcriptomes. On the other hand, transcriptomes of flies with and without phenotypes had a reduced *r* of ∼0.96, suggesting that phenotypic variations are associated with a significant change in the transcriptome (Fig. 3b). 

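Some of the most abundant transcripts of the head were at lower FPKM in flies with phenotype, and others at higher FPKM. Nplp3, a neuropeptide-like precursor gene singled out after its values were seen, was at 7695 and 6896 FPKM without phenotype and 4880.4 and 3714 FPKM with phenotype. Acp1, an adult cuticle protein gene, was at 3735 and 2915 FPKM without phenotype and 2636 and 1867 FPKM with phenotype. Neither passed the test across genes (adjusted p = 0.15 and 0.23 from limma). Nplp2, also abundant, was higher, at 4926 and 3018 FPKM without phenotype and 5727 and 5939 FPKM with phenotype, and did not pass either (adjusted p = 0.25 from limma). On linear FPKM, r between the mean of the repeats without and the mean of the repeats with phenotype was 0.968. Single libraries of different groups gave r from 0.945 to 0.978 (mean 0.961 ± 0.014, SD of the 4 pairs), and all 4 were below both r between repeats. Without the 10 genes of highest mean FPKM, linear r between group means was 0.967. Between the repeats it was then 0.975 without and 0.985 with phenotype. The lower r between groups thus did not rest on these 10 genes alone. On log2(FPKM + 1), which weighs genes of all levels more evenly, r between group means was 0.989, r between the repeats was 0.987 without and 0.995 with phenotype, and the 4 single pairs gave 0.985 to 0.989, below the pair with phenotype and on both sides of the pair without. With Spearman ranks, r between group means was 0.981, above the 0.974 between the repeats without and below the 0.984 between the repeats with phenotype. From the lower r between groups on linear FPKM, the paper proposes that phenotypic variations go with a change in the transcriptome.

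**Figure D1:**
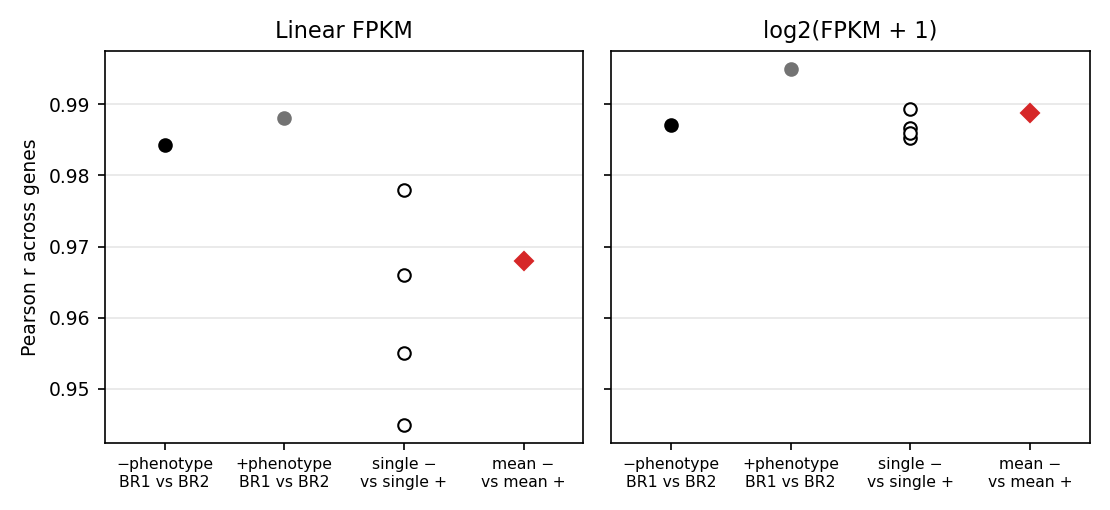
Pearson r across genes (y axis) on linear FPKM (left) and on log2(FPKM + 1) (right) for the repeats (BR) of each group, the 4 single pairs of libraries between groups and the group means. The linear r between group means is 0.968 and the log2 value is 0.989.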

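Of 10194 genes tested, 6 passed the threshold as higher and 3 as lower in heads with phenotype. Among the genes that passed, the largest rise was that of takeout (to), a secreted protein gene with roles in feeding and the circadian clock. It was at 63.5 ± 17.4 FPKM without phenotype and 980.3 ± 5.47 FPKM with phenotype (SD, n = 2; log2 fold change 3.96, standard error 0.20, adjusted p = 0.037 from limma). Its neighbor CG11854 was at 2.63 ± 1.10 FPKM without phenotype and 29.8 ± 3.33 FPKM with phenotype (SD, n = 2; log2 fold change 3.11, standard error 0.23, adjusted p = 0.080 from limma). In dm6, to lies on 3R from 25240180 to 25241668 and CG11854 on 3R from 25242020 to 25243262. CG17325 and CG42305 had identical values in all 4 libraries and share the locus on 2L from 18812648 to 18813941, so they are 1 measurement, at 62.9 ± 0.778 FPKM without phenotype and 212 ± 9.28 FPKM with phenotype (log2 fold change 1.74, adjusted p = 0.037 from limma). The MAP kinase phosphatase gene Mkp and CG31664 rose by 2.67-fold and 2.43-fold in mean FPKM (adjusted p = 0.077 and 0.056 from limma). The strongest fall among them was that of CG4500, at 46.2 ± 3.71 FPKM without phenotype and 3.73 ± 0.417 FPKM with phenotype (SD, n = 2; log2 fold change -3.32, standard error 0.10, adjusted p = 0.014 from limma). Of the 6 larval serum and fat body protein genes Fbp1, Fbp2, Lsp1alpha, Lsp1beta, Lsp1gamma and Lsp2, grouped after their values were seen, Fbp2 and Lsp1alpha fell and the others did not pass (adjusted p = 0.10 for Fbp1 and Lsp1gamma, 0.12 for Lsp1beta and 0.39 for Lsp2 from limma). Fbp2 was at 52.1 ± 8.23 FPKM without phenotype and 8.45 ± 1.75 FPKM with phenotype (log2 fold change -2.49, standard error 0.18, adjusted p = 0.077 from limma) and the larval serum protein gene Lsp1alpha was at 5.18 ± 0.382 FPKM without phenotype and 0.72 ± 0.141 FPKM with phenotype (log2 fold change -1.85, standard error 0.13, adjusted p = 0.077 from limma). In all of the genes that passed, both libraries of 1 group lay above both of the other. Of the genes that did not pass, those with the smallest p were CG13607, Ork1, CG12256, CR43944, CG15199 and shf, with higher FPKM with phenotype, and Lsp1gamma, CG3999, Obp99b, CG5999, Obp28a, CG18522, Cyp6a8, Fbp1 and Edg91, with lower FPKM, all at an adjusted p of 0.10 from limma. Fbp1 was at 33.0 and 32.8 FPKM without phenotype and 6.09 and 3.24 FPKM with phenotype, and CG5999 at 72.7 and 52.0 FPKM without phenotype and 5.57 and 8.98 FPKM with phenotype. At an unadjusted p under 0.05 from limma there were 2311 genes (22.7% of those tested). In values simulated with noise independent between genes, 5.59% of unchanged genes reached it. Genes of real libraries can vary together, so the 5.59% is no exact reference for the 22.7%. A gene that did not pass is still not shown to be unchanged. The count of 9 genes moved with the processing and with single libraries left out. It was 109 with a filter of 5 FPKM (66 higher and 43 lower). With a replicate block it was 0 (2070 at an unadjusted p under 0.05 from limma). A block that paired repeat 1 of either group with repeat 2 of the other, added after the data were seen, called 404 (167 higher and 237 lower).

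**Figure D2:**
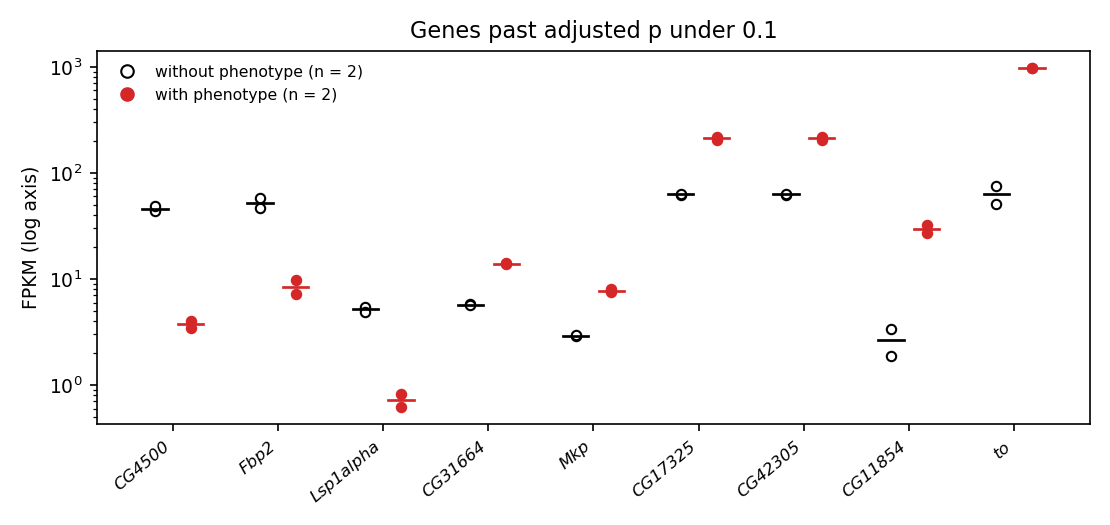
FPKM (log axis) of the genes that passed an adjusted p under 0.1, with each library as a point and the mean of the 2 repeats as a line. Points with phenotype lie below those without for CG4500, Fbp2 and Lsp1alpha and above for the others.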

The decrease in *r* was driven by differential expression of ∼11% of the transcriptome (3731 transcripts, false discovery rate (FDR) <0.1). Of the 3731 transcripts, 618 (∼16.5%) and 789 (∼21%) exhibited >2-fold upregulation and downregulation, respectively.

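Genes of the heat shock response had higher FPKM with phenotype as a group, while genes of the cuticle and of muscle had lower FPKM. Of the heat shock protein genes, 24 of 25 were higher, 19 with no overlap between the groups. Of all genes tested, 6070 (59.5%) had no overlap in either direction, where chance gives 33.3%. The median log2 fold change of the heat shock protein genes was 0.62 (camera adjusted p = 2.9e-06, but adjusted p = 0.87 with an estimated correlation). Hsp70Bb, a copy of the heat-inducible Hsp70 that shares reads with the others, was at 36.9 and 75.0 FPKM without phenotype and 815 and 312 FPKM with phenotype, and Hsp83, the fly Hsp90, at 246 and 308 FPKM without phenotype and 562 and 458 FPKM with phenotype. The constitutive Hsc70-4 was at 543 and 598 FPKM without phenotype and 782 and 654 FPKM with phenotype. No member passed limma's test over all genes (15 at an unadjusted p under 0.05; 15 higher and 0 lower when adjusted over the list alone). Of the cuticle protein genes, 8 of 46 measured members were higher and 38 lower, with a median of -0.43 (camera adjusted p = 4.1e-10; adjusted p = 0.87 with an estimated correlation; 1 higher and 11 lower when adjusted over the list alone). Edg91 was at 17.0 and 11.5 FPKM without phenotype and 2.67 and 3 FPKM with phenotype, and Cpr100A at 627 and 1128 FPKM without phenotype and 369.9 and 255 FPKM with phenotype. Of the muscle genes, 4 of 30 measured members were higher and 26 lower, with a median of -0.42 (camera adjusted p = 6.0e-09; adjusted p = 0.87 with an estimated correlation; 0 higher and 11 lower when adjusted over the list alone). The actin gene Act87E was at 196 and 259 FPKM without phenotype and 116 and 121 FPKM with phenotype, and the troponin C gene TpnC47D at 42.8 and 172 FPKM without phenotype and 32.1 and 14.9 FPKM with phenotype. Odorant binding and chemosensory genes, glutathione S-transferases and cytochrome P450s had lower FPKM by median log2 fold changes of -0.15, -0.16 and -0.16 (camera adjusted p = 2.9e-06, 1.4e-05 and 3.7e-04; adjusted p = 0.87 for each with an estimated correlation). No member of the cuticle and muscle lists or of these lists passed limma's test over all genes (17, 11, 20, 10 and 20 at an unadjusted p under 0.05). Of the odorant binding and chemosensory genes, 4 higher and 16 lower when adjusted over the list alone passed, of the glutathione S-transferases 1 and 8, and of the cytochrome P450s 3 and 7. Without repeat 1 without phenotype, the library with the most digestive enzyme transcripts, the glutathione S-transferases and cytochrome P450s did not pass (camera adjusted p = 0.094 and 0.52). Cyp4g1, of the cytochrome P450 list, was higher, at 3.35 and 2.31 FPKM without phenotype and 39.1 and 10.1 FPKM with phenotype. These lists were written before the data were examined. All 10 lists that passed by camera, 9 lower and 1 higher of 35 tested, lost their call with an estimated correlation. With 4 libraries, that version of camera has only 2 residual degrees of freedom. None of the 35 lists reached an unadjusted p under 0.05 by that version of camera (smallest 0.074, for muscle). It had little power, so the loss does not show that correlation between genes accounts for the calls. The 10 lists also lost their call with fry, which tests each list without comparing it with other genes (smallest adjusted p of these lists = 0.16, for muscle). Of the genes that passed singly, 6 were over 2-fold higher and 3 over 2-fold lower. Before any test, 88 genes were over 2-fold higher and 185 over 2-fold lower on the log2(FPKM + 1) scale.

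**Figure D3:**
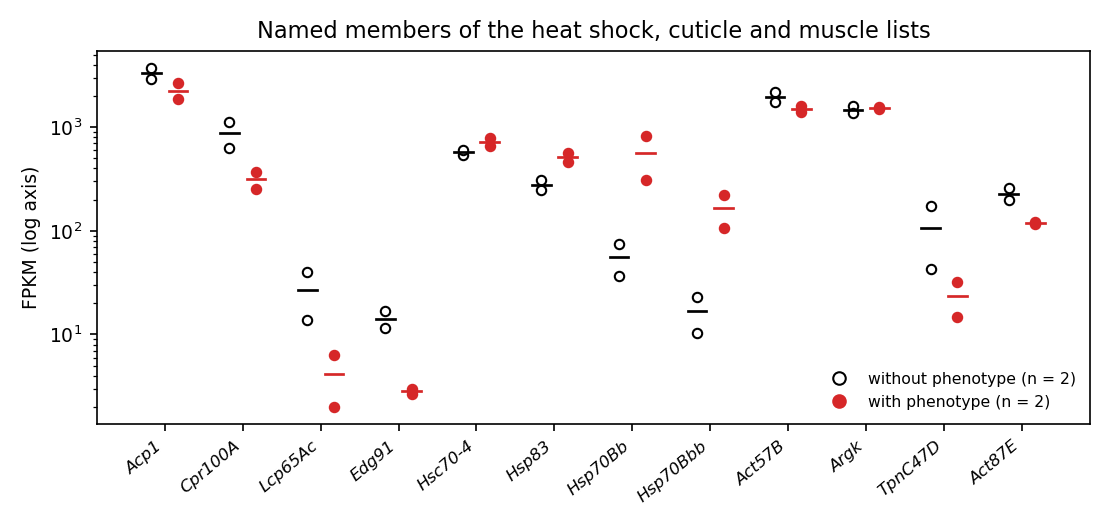
FPKM (log axis) of the members with the highest mean FPKM and the largest change of the cuticle, heat shock and muscle lists, with each library as a point and the mean of the 2 repeats as a line. Hsp70Bb ranges from 36.9 FPKM without phenotype to 815 FPKM with phenotype.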

**Figure 3:**
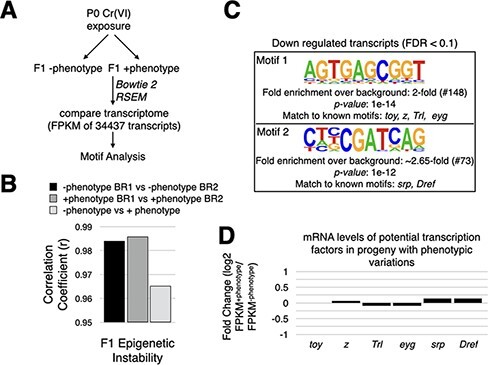
Cr(VI) exposure induces epigenetic instability in F1 somatic tissues. (a) An experimental scheme to identify differentially expressed transcripts. (b) Evidence for epigenetic instability in F1 somatic tissues. We measured epigenetic instability by comparing transcriptomes of indicated fly heads and plotting the correlation coefficient (*r*). (c) Motifs enriched in promoter elements of downregulated genes are shown. Potential transcription factors that bind to these motifs are also shown. The number in parentheses represents the number of differentially expressed genes that possess a match to the respective motif. (d) The mRNA levels of potential transcription factors that can bind to the motifs are shown in C. Fold-change represents log2 (FPKM + phenotype/FPKM − phenotype). FPKM values were obtained from mRNA-seq analysis using RSEM (see Methods). FPKM from two biological repeats were averaged prior to fold-change calculation

To test if a specific set of transcription factors drove the differential expression of genes, we analyzed promoter elements [−400 to +100 of the transcription start site (TSS)] of up- and downregulated genes for enriched motifs using HOMER [34]. About 28% of downregulated genes were enriched for two motifs (Fig. 3c). Motif 1 matches the binding sites of known proteins *twin of eyeless* (*toy*), *zeste* (*z*), *Trithorax-like* (*Trl*), and *eyegone* (*eyg*). *Toy* and *eyg* are paired homeobox transcription factors critical for eye development [35, 36]. On the other hand, *z* and *Trl* belong to the Polycomb group (PcG) recruiters/DNA-binding proteins and are directly involved in regulating chromatin compaction [37]. In an independent study, a reduction in maternal dosage of *z* and *Trl* significantly increased phenotypic variations in the *Kr^If-1^* model system [4]. Motif 2 matches the binding sites of “serpent” (*srp*) and “DNA replication-related element factor” (*Dref*). While *srp* is a vital transcription factor required for the development of mesodermal derivatives [38], *Dref* is needed for compound eye morphogenesis [39]. Downregulation of the transcripts containing these motifs in their respective promoter elements was not due to the misexpression of *toy, z, Trl, eyg*, *srp*, and *Dref* (Fig. 3d). This result suggests that phenotypic variations are not due to a change in the levels of the aforementioned transcription factors; perhaps chromatin accessibility for these transcription factors changes in F1. 

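None of the 6 transcription factors passed the test between heads with and without phenotype (0 at an adjusted p under 0.1 and 2, srp and Dref, at an unadjusted p under 0.05 from limma). toy, a Pax6 factor of eye development on chromosome 4, was at 41.3 ± 2.03 FPKM without and 44.2 ± 3.45 FPKM with phenotype (SD, n = 2). eyg, another paired factor of the eye, was at 2.57 ± 0.453 FPKM without and 2.56 ± 0.0707 FPKM with phenotype. The chromatin factors z and Trl were at 16.1 ± 0.764 FPKM without and 17.8 ± 0.368 FPKM with phenotype and at 42.0 ± 3.90 FPKM without and 40.7 ± 1.22 FPKM with phenotype, respectively. For these 4 genes the log2 ratio of the group means was 0.10 (toy), -0.0056 (eyg), 0.15 (z) and -0.046 (Trl), with adjusted p from 0.32 to 0.99 from limma. srp, the GATA factor, was at 18.4 ± 0.396 FPKM without and 21.4 ± 0.665 FPKM with phenotype, and Dref at 12 ± 0.467 FPKM without and 14.1 ± 0.658 FPKM with phenotype. Both libraries with phenotype lay above both without for srp, Dref and z, while 59.5% of all genes tested had no overlap in either direction. The log2 ratio of the means was 0.22 for srp (adjusted p = 0.20 from limma) and 0.23 for Dref (adjusted p = 0.21 from limma). The median log2 fold change over all genes tested was itself 0.070. With libraries rescaled by median ratios, the log2 ratio was 0.063 for z, 0.13 for srp and 0.14 for Dref. Adjusted over the list alone, the smallest p was 0.12.

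**Figure D4:**
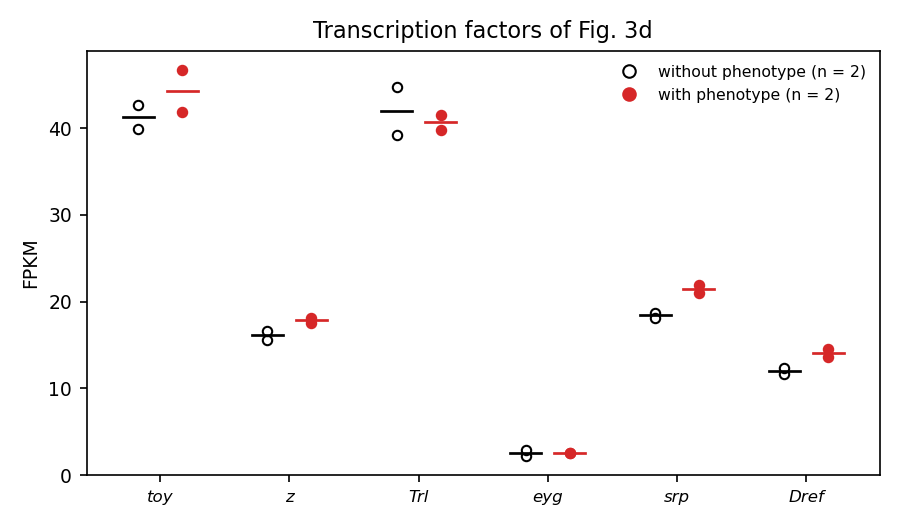
FPKM (y axis from 0) of the 6 transcription factors, with each library as a point and the mean of the 2 repeats as a line. Dref lies at 11.7 and 12.3 FPKM without and at 14.5 and 13.6 FPKM with phenotype.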

The difference in chromatin accessibility increases epigenetic instability. In contrast, upregulated genes did not show enrichment of any motif.

We have previously shown that a decrease in the maternal dosage of Piwi, a piRNA-binding factor, leads to phenotypic variations in F1, much like those seen with Cr(VI) exposure [6]. Piwi is the founding member of the PIWI class of proteins that bind ∼26-nucleotide-long small non-coding RNAs called piRNAs [40–42]. Piwi uses the sequence of the bound piRNAs, targets the anti-sense sequence in the transposon target RNA, and induces epigenetic silencing of transposons [43–54]. A lack of Piwi function leads to the activation of transposons and a sterile phenotype [55]. To explore the relationship between Piwi and Cr(VI) exposure, if any, we exposed mothers with different levels of Piwi mRNA to Cr(VI) and measured phenotypic variations in F1. The presence of only one functional copy of Piwi (*piwi^2^* or *piwi^06843^*) led to an increase in phenotypic variations when compared to *OreR* (wild-type control) (Fig. 4a, blue columns). Cr(VI) exposure led to a further rise in phenotypic variations when compared to unexposed flies suggesting that a Piwi dosage decrease and Cr(VI) exposure have an additive effect on F1 phenotype variations (Fig. 4a, brown columns). However, when we increased the dosage of Piwi to 4, we noted that Cr(VI)-dependent phenotypic variations reduced significantly in both Cr(VI)-unexposed and -exposed conditions. These data provide direct evidence that the Piwi–piRNA pathway acts as an immune system to prevent environmental insult–induced epigenetic changes that can derail developmental robustness. Since overexpression of Piwi was able to reduce Cr(VI) exposure–dependent F1 phenotypic variations and Piwi’s primary function is to silence transposons, we hypothesized that F1 phenotypic variations are due to increased transposon activity. To test this, we measured transposon mRNA levels in F1 heads with and without phenotypic variations using mRNA-seq and analysis by piPipes [56]. We detected phenotype-dependent increases in the steady-state levels of transposons. Specifically, we noted that 6 and 25 transposon families were activated >2- and 1.5-fold, respectively (Fig. 4b). Independent analysis using the RSEM-EBSeq [57, 58] workflow showed that 15 transposon families were activated with a FDR cutoff of 0.1 in a phenotype-dependent manner (Fig. S3). This result strongly suggests that robust transposon silencing in the somatic tissues of the offspring gets derailed when the mother is exposed to Cr(VI).

**Figure 4:**
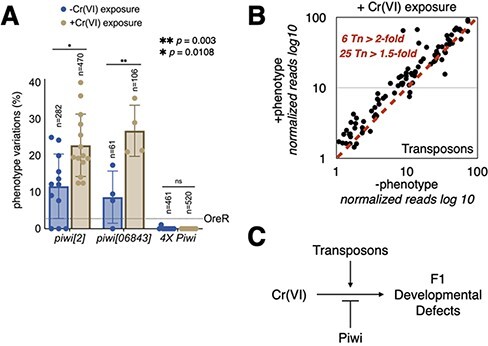
The relationship between Cr(VI) exposure and Piwi. (a) A column plot showing the relationship between the level of Piwi mRNA in the mother’s germline and F1 phenotypic variations. The number of flies assessed for phenotypic variations are shown. (b) A scatter plot showing the levels of transposon mRNAs in fly heads with and without phenotypic variations. Reads were normalized as counts per million mapped reads. (c) An illustration summarizing the findings in A and B

Based on the data, we conclude that Cr(VI) exposure causes epigenetic instability in the progeny, affecting cell fate commitment decisions. This raises two questions: (i) are the epigenetic instability and phenotypic variations in F1 specific to the *Kr^If-1^* model system? and (ii) can Cr(VI) exposure–induced F1 epigenetic instability lead to disease states like tumors? We used a Delta (Dl; a Notch ligand) overexpression-based tumorigenesis model to answer these questions. In this model, *Dl* is overexpressed in the eye using *ey-Gal4*. Using this model, mutations in the members of the PcG proteins were shown to induce metastatic tumors in *Drosophila* [59]. So, we tested if epigenetic instability in the progeny caused by Cr(VI) exposure can lead to tumors in *Drosophila*. We exposed male and female *ey-Gal4* to 50 µM Cr(VI) in fly food for 6 days and then transferred them to new fly food with no Cr(VI). The progeny from the cross were then scored for eye tumors. As a control, flies were exposed to fly food with no Cr(VI). We noted that 8–10% of F1 flies developed eye tumors (Fig. 5a and b, follow the black arrows in A and Fig. S4a). In contrast, progeny flies from the control cross did not show tumors (see quantification in Fig. 5b). Next, we tested if tumor development is fixed in the population. Following the crossing scheme shown in Fig. 5c, we mated F3 *ey-Gal4* females with *UAS-Dl* males and scored the progeny for eye tumors. Significantly, even after initial exposure to Cr(VI), F3 females could still induce eye tumors in the F4, albeit less efficiently (Figs 5d and e and S4b). This data show that Cr(VI) exposure–induced predisposition to develop tumors in the progeny gets fixed in the population for at least three generations. These results show for the first time that Cr(VI) exposure can lead to tumors in the progeny who have not been exposed to Cr(VI) and that the epigenetic instability induced by Cr(VI) exposure can be fixed in a population for at least three generations.

**Figure 5:**
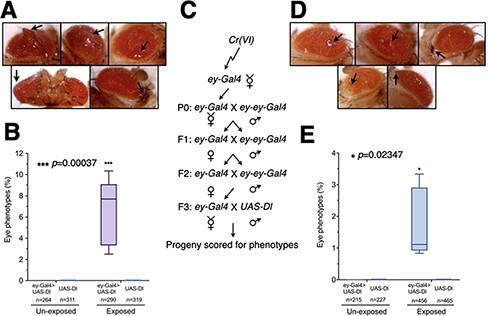
Cr(VI) exposure–dependent transgenerational predisposition to cancer. (a) Drosophila eyes (ey-Gal4 > Delta) showing tumors (black arrows) when exposed to Cr(VI). In addition to tumors, we also noted bristle phenotypes. Follow the black arrows. (b) Quantitation of phenotypes observed in A. The experiment was performed in triplicates. (c) A flowchart showing the crossing scheme used to test if Cr(VI) exposure–induced epigenetic instability is fixed in a population for multiple generations. (d) F4 fly eyes exhibiting tumors and bristle phenotype (black arrows). (e) Quantitation of phenotypes observed in D

## Discussion

This work puts forward the following four key concepts: (i) environmental pollution can derail developmental robustness leading to long-lasting detrimental effects on the progeny, (ii) Cr(VI) exposure not only affects the exposed individual but also derails the development of the progeny, (iii) piRNA pathway can act as an organismal immune system to protect evolutionarily favored phenotypes from environmental insults, and (iv) epigenetic instability induced by Cr(VI) exposure can get fixed in a population for at least three generations leading to a predisposition to develop tumors.

The memory of development from a zygote to an adult is transmitted from one generation to the next through a process called epigenetic inheritance. This germline-inherited epigenetic memory is a collaboration of several cellular mechanisms that include transcription factors, DNA methylation, histone modifications, and non-coding RNAs [60]. Faithful epigenetic inheritance is, in turn, essential for developmental robustness. While Cr(VI) is a known mutagen, it is slowly becoming apparent that epigenetic regulation forms a basis for its carcinogenicity [61]. However, it was unknown whether Cr(VI) exposure–induced epigenetic dysregulation could be inherited across generations. In this work, we show for the first time that parents’ Cr(VI) exposure affects F1 development without impacting the underlying genetic sequence and that these effects could be inherited in later generations. We propose that Cr(VI) exposure induces F1 phenotypic variations and tumors via two steps: (i) Cr(VI) exposure would first derail epigenetic inheritance leading to the predisposition of the progeny, and (ii) misexpression of factors that change transcription patterns in predisposed the progeny would then increase epigenetic instability leading to phenotypic variations and tumors (Fig. 6). In support of this two-step model, we show that *Kr^If-1^* and overexpression of *Dl* in the absence of Cr(VI) exposure fail to generate phenotypic variations and tumors, respectively (Figs 1c and 5b).

**Figure 6:**
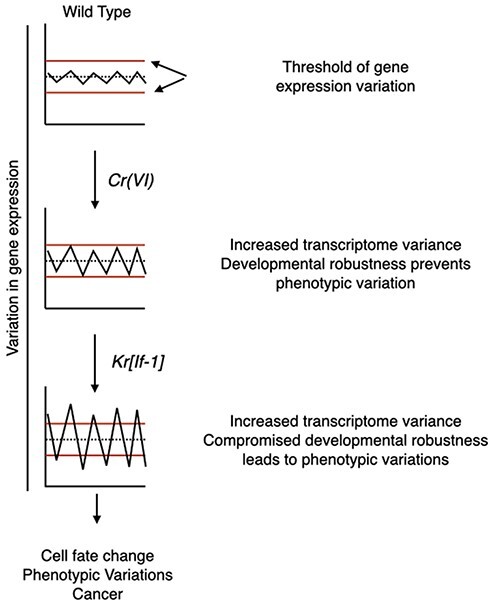
a model showing the effect of Cr(VI) exposure on the robustness of epigenetic inheritance in the offspring

How does impaired epigenetic inheritance induce epigenetic instability? Mechanistically, the impaired epigenetic inheritance would allow or prevent *Kr*, transcription factors functioning downstream of *Dl*, and other transcription factors (Fig. 1c and d) from gaining access to chromatin sites that would otherwise be inaccessible in the progeny of non-exposed parents. In support of this, we show that several downregulated genes in flies with phenotypic variations possess binding sites for trithorax-like gene (*Trl*)—a trxG gene (Fig. 1c) [62]. Trl, also known as the GAGA factor, is a transcriptional activator for several homeotic genes; however, it can also act as a transcriptional repressor. Modified chromatin accessibility to Kr, the Notch signaling pathway, and Trl would change the transcriptome and induce epigenetic instability and phenotypic variations. How Cr(VI) exposure derails robust epigenetic inheritance is not clear yet. Further mechanistic work into parental germline response to Cr(VI) exposure is needed to answer this. One possibility is that Cr(VI) exposure affects the function of the PcG and trithorax group (trxG) of proteins; these proteins have a critical role in epigenetic inheritance and the expression of the homeotic selector (HOX) genes [37].

It is interesting to note that increasing the dosage of Piwi could reduce Cr(VI) exposure–dependent phenotypic variations. This is in line with the earlier finding that overexpression of Piwi reduces Hsp83 mutation–induced phenotypic variation [6]. The exact mechanism by which Piwi achieves this is not very clear. Piwi may prevent transposon activation–induced *de novo* mutations [63–65] or the effect of transposon activation on neighboring gene activation [5]. We believe that any impact of transposon activation would have to happen in the non-coding portion of the genome, as we did not notice any significant structural changes in the coding part of the genome (Fig. 2c). How does Cr(VI) exposure lead to the activation of transposons? It is tempting to speculate that Cr(VI) exposure would affect piRNA biogenesis [40] in the germline of the exposed mother or the function of endogenous short-interfering RNA (siRNA) in the heads [66]. Piwi could also reduce Cr(VI) exposure–dependent phenotype variations in a transposon-silencing-independent manner. A potential clue comes from recent work showing that Piwi physically interacts with Polycomb group complex PRC2 subunits Su(z)12 and Esc and sequesters PRC2 in the nucleoplasm [67]. This, in turn, would attenuate the Polycomb group function. Perhaps Piwi’s attenuating PRC2 function would normalize the transcriptome change induced by the modified chromatin accessibility of Trl—a trxG protein [62]. It is known that PcG and trxG have antagonistic roles in regulating gene expression.

It is clear from our work that Cr(VI)-induced effects are transmitted to the next generation predominantly via the oocyte, as Cr(VI)-exposed females produced significantly more flies with the phenotype variations than the exposed males (Fig. 2b). How Cr(VI) exposure affects the oocyte remains to be characterized. Recent research has shown that the covalent histone mark H3K27me3 can be transmitted from the oocyte to the offspring, and lack of the same leads to aberrant activation of lineage-specific genes during the activation of the zygotic genome [68]. The inheritance of covalent histone marks from the oocyte to the offspring is conserved in mice [69, 70]. One possibility is that Cr(VI) exposure affects the inheritance of covalent histone marks from the oocyte to the offspring. Characterization of the epigenome of the oocyte upon Cr(VI) exposure will provide further insights into the same. Small non-coding RNAs, especially piRNAs, have been demonstrated to mediate the transgenerational inheritance of acquired traits [71] or modulate the expression of transgenes across generations [72]. It will be interesting to see if Cr(VI) exposure affects piRNA levels or the signature of the piRNAs in the exposed mother’s germline.

This work lays the foundation to use *Drosophila* as a model system to unravel the epigenetic mechanism by which Cr(VI) exposure affects organismal development and identify novel genetic targets that can potentially suppress Cr(VI) exposure–induced F1 defects. Furthermore, this model system could screen for environmental pollutants that can act as teratogens and provide a genetic basis for the same. Considering this study’s findings, epidemiological studies on the progeny of Cr(VI)-exposed parents are warranted.

## Methods

### Fly Stocks, RNAi, and Maintenance

All *Drosophila* stocks were maintained at 25**°**C and fed on corn meal–based media (Nutri-fly, Bloomington formulation by Genesse Scientific). Fly food was prepared as per product directions. For preparing Cr(VI)-containing food, the required amount of aqueous solution of K_2_Cr_2_O_7_ was added to 10 ml food after pouring it into vials at 65–70°C. Food was stirred with a sterile spatula to mix Cr(VI) properly. *b^1^,Kr^If-1^* (No. 4194), w*; P{UAS-Dl.J}3 (No. 26695), and w*; P{GAL4-ey.H}4-8/CyO (No. 5535) were obtained from the Bloomington stock center (stock numbers are indicated in parentheses).

### Cr(VI) Exposure

In the direct exposure experiment (Fig. 1b and c), 4–5 virgin female flies and three 2- to 3-day-old male flies were added to vials with food mixed with various concentrations of K_2_Cr_2_O_7_ (1, 2.5, 5, 7.5, 10, 50, and 100 µM) and the progeny was scored for phenotypes. The percentage of progeny exhibiting developmental defects reached a plateau at 10 µM with 10 and 50 µM exposures affecting a similar percentage of F1 flies. Flies exposed to 100 µM K_2_Cr_2_O_7_ died within 6 days. Flies were retained on K_2_Cr_2_O_7_-containing food for the entirety of the experiment. Since 10 µM K_2_Cr_2_O_7_ had the most significant effect without causing lethality, we used 10 µM for all the experiments in this work except for sex-specific exposure (Fig. 2a and b), in which ∼10 to 15 virgin female and male flies were first exposed to 10 µM K_2_Cr_2_O_7_-containing food for 6 days before mating with the opposite sex that was never exposed to K_2_Cr_2_O_7_. Mating was performed on food without K_2_Cr_2_O_7_. The progeny from this cross was then scored for phenotypes. A similar strategy was followed for studying the relationship between Piwi and Cr(VI) exposure, except that females carrying various *piwi* alleles, as shown in Fig. 4a, were exposed to 10 µM K_2_Cr_2_O_7_ Cr(VI) and then mated with 2- to 3-day-old male *Kr^If-1^* flies. Both direct exposure and sex-specific exposure experiments were repeated at least three times with at least three independent crosses. Parents were transferred to fresh food every 3–4 days.

### Ovary Lysate Preparation and Immunoblotting

Ovary lysate preparation and Western blotting were performed as described earlier. The lysate was mixed with an equal volume of microliters of 2× Laemmli Sample Buffer, boiled at 95°C for 3 min, and then processed for Western blotting using the manufacturer’s instructions (Bio-Rad). α-Hsp83 (Cell Signaling Technology, #4874), α-Piwi, and α-Act5c (Cell Signaling Technology, #4967) antibodies were used at 1:1000, 1:5000, and 1:1000, respectively. Piwi antibody was a generous gift from the Haifan Lin lab.

### Statistical Analysis

Statistical analyses were performed in GraphPad Prism 9.0 using Analysis of variance (Figs 1c and 2b) and a *t*-test (Figs 4a and 5b and e). *p* ≤ 0.05 was considered significant in all statistical tests.

### Genomic DNA Preparation and Whole Genome Sequencing

Using ethanol extraction, genomic DNA from a single fly (with phenotype) was prepared. DNA (∼100 ng) was sheared to an average of 160 bp using a Covaris S220 sonicator. Sequencing libraries were prepared from 20 ng of sheared DNA utilizing the Illumina Truseq RNA v2 kit, starting the end repair step following the manufacturer’s protocol. Paired-end 125 bp sequencing was performed on Illumina HiSeq2500.

### mRNA-Seq

Total RNA was isolated from 10 heads using TRIzol (Thermo Fisher Scientific), and mRNA sequencing was performed as described elsewhere [73].

### Bioinformatics

#### DNA Sequencing Analysis

Whole genome sequencing data analysis was performed using the BWA Whole Genome Sequencing (v1.0) BaseSpace Workflow (Illumina). Within this workflow, DNA sequencing reads were aligned to the *dm3* release of the *Drosophila* genome using BWA [74] and processed using SAMtools [75, 76]. Genome Analysis Toolkit [77] was used to call variants.

#### mRNA Sequencing Analysis

RNA sequencing data analysis was performed as described earlier [73]. Briefly, raw sequencing reads were aligned to Refseq mRNA (dm6) genes using Bowtie 2 [78] and quantified using RSEM [57]. The Pearson correlation coefficient (*r*) shown in Fig. 3b was calculated by comparing the FPKMs of 34 437 transcripts. FPKMs from two independent biological repeats were averaged before calculating *r*. Differential expression analysis was performed using EBSeq [58]. Differentially expressed transcripts with an FDR <0.1 were deemed statistically significant.

#### Motif Analysis

To identify enriched motifs in the promoter elements of differentially expressed genes, we used HOMER’s *findMotifs.pl* script [34]. Motifs of 8 and 10 nucleotides enriched in −400 to +100 relative to the TSS were identified.

#### Transposon mRNA Levels

Transposon mRNA levels shown in Fig. 4b were calculated using the piPipes RNA-seq pipeline [56]. The RSEM-EBSeq workflow was used to calculate transposon mRNA levels in flies with and without phenotype variations as described elsewhere [73].

## Supplementary Material

dvac030_Supp

## Data Availability

Sequencing data from this study can be accessed using Gene Expression Omnibus (GEO) accession number GSE111834.

# Supplementary material for: Hexavalent chromium–induced epigenetic instability and transposon activation lead to phenotypic variations and tumors in Drosophila
**Source:** Environ Epigenet. 2022 Dec 28;9(1):dvac030. doi: 10.1093/eep/dvac030
**Supplement:** dvac030_Supp

Supplementary Figure Legends

Figure S1: Summary of single fly whole genome sequencing. Please note that this is summary of the same fly shown in figure 2C. Read 1 and Read 2 represent the two reads of paired-end sequencing.

Figure S2: same as figure S1 except that a different fly with a different phenotypic variation was used.

Figure S3: A column plot showing the steady state levels of transposon mRNAs in the heads of flies with and without phenotypes.

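The plot compares steady-state mRNA of transposon families in the same kind of tissue, heads of F1 flies with and without phenotypic variations, by the RSEM and EBSeq workflow that the paper's text names for these transposon families. Transposons are mobile genetic elements that the Piwi pathway silences in the germline and that can also be transcribed in somatic tissue such as the head. Steady-state levels reflect both transcription and decay of the mRNA. Their values were not analysed here.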

Figure S4: Enlarged images of a few eyes exhibiting cancer growths shown in figures 5A and 5D.

Single fly whole genome sequencing

Fly #1

Sex: Male

Alignment Summary

Number of reads

64,274,447

Coverage

55.36X

Percent Duplicate

Paired Reads

53.2%

Fragment Length

Median

163bp

Fragment Length

Standard Deviation

62bp

Read Statistics

	% Aligned	% Q30	Mismatch Rate
Read 1	51.11%	88.79%	0.87%
Read 2	47.32%	90.00%	0.91%

Figure S1

Single fly whole genome sequencing

Fly #2

Sex: Male

Alignment Summary   Small Variants Summary   Variations by Sequence Context

Read Statistics				Structural Variants Summary		
Number of reads	Single Nucleotide Variations			SNVs	Insertions	Deletions
45,448,843	279,204			Genes	0	0
Coverage	Insertions			Exons	0	0
29.23X	10,690			Coding Regions	0	0
Percent Duplicate	Deletions			UTR Regions	0	0
Paired Reads	11,299			Mature miRNA	0	0
54.8%				Splice Site Regions	0	0
Fragment Length						
Median						
165bp						
Fragment Length						
Standard Deviation						
77bp						
Read 1	% Aligned	% Q30	Mismatch Rate	Insertions		
Read 2				160		
				Deletions		
				1,818		
				Inversion		
				186		
				Tandem Duplication		
				2		
				Variations		
				in Genes		
				0		

Figure S2

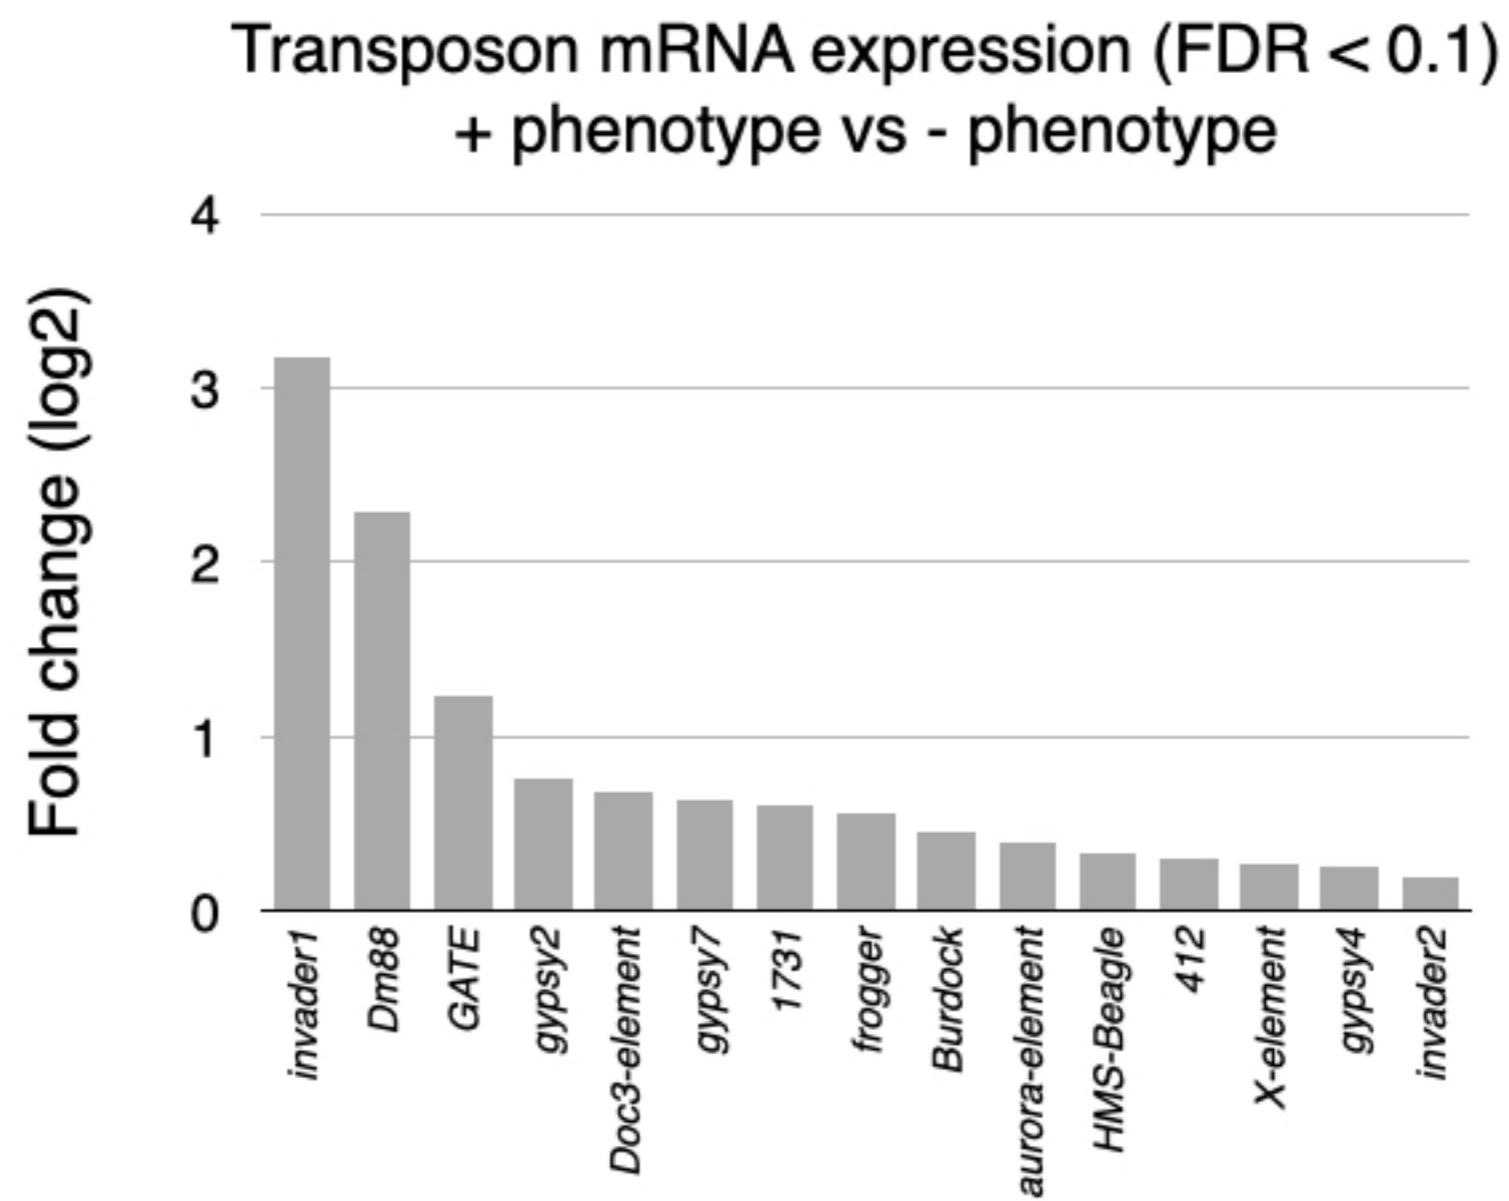

Figure S3

A**F1 flies from figure 5A**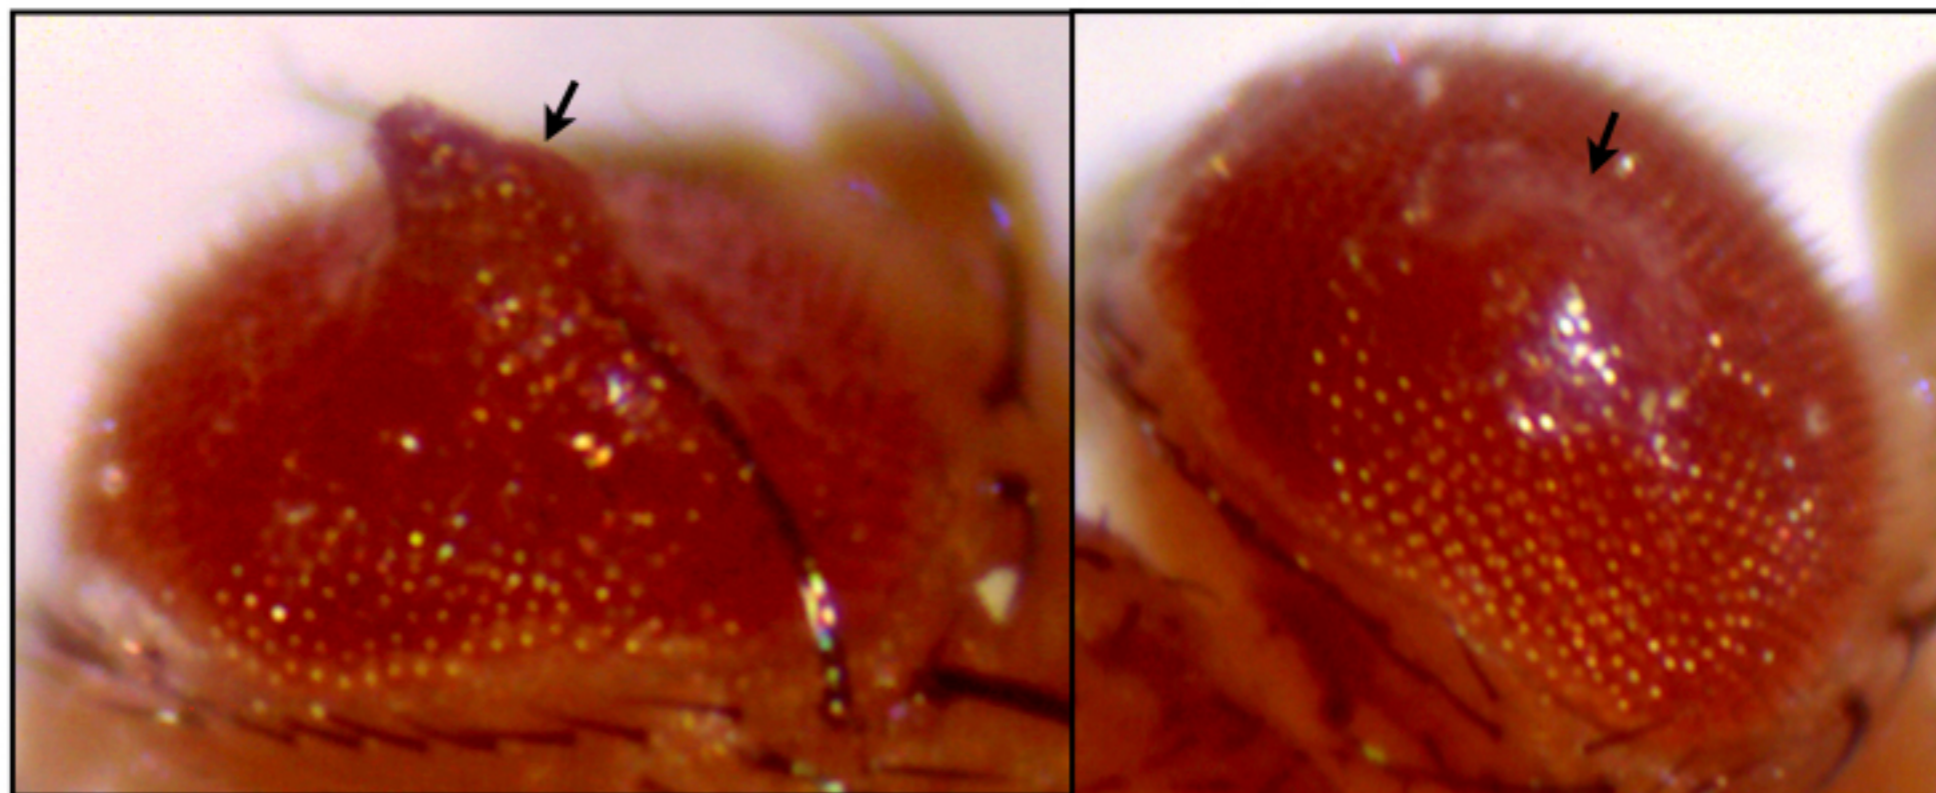**B****F4 flies from figure 5D**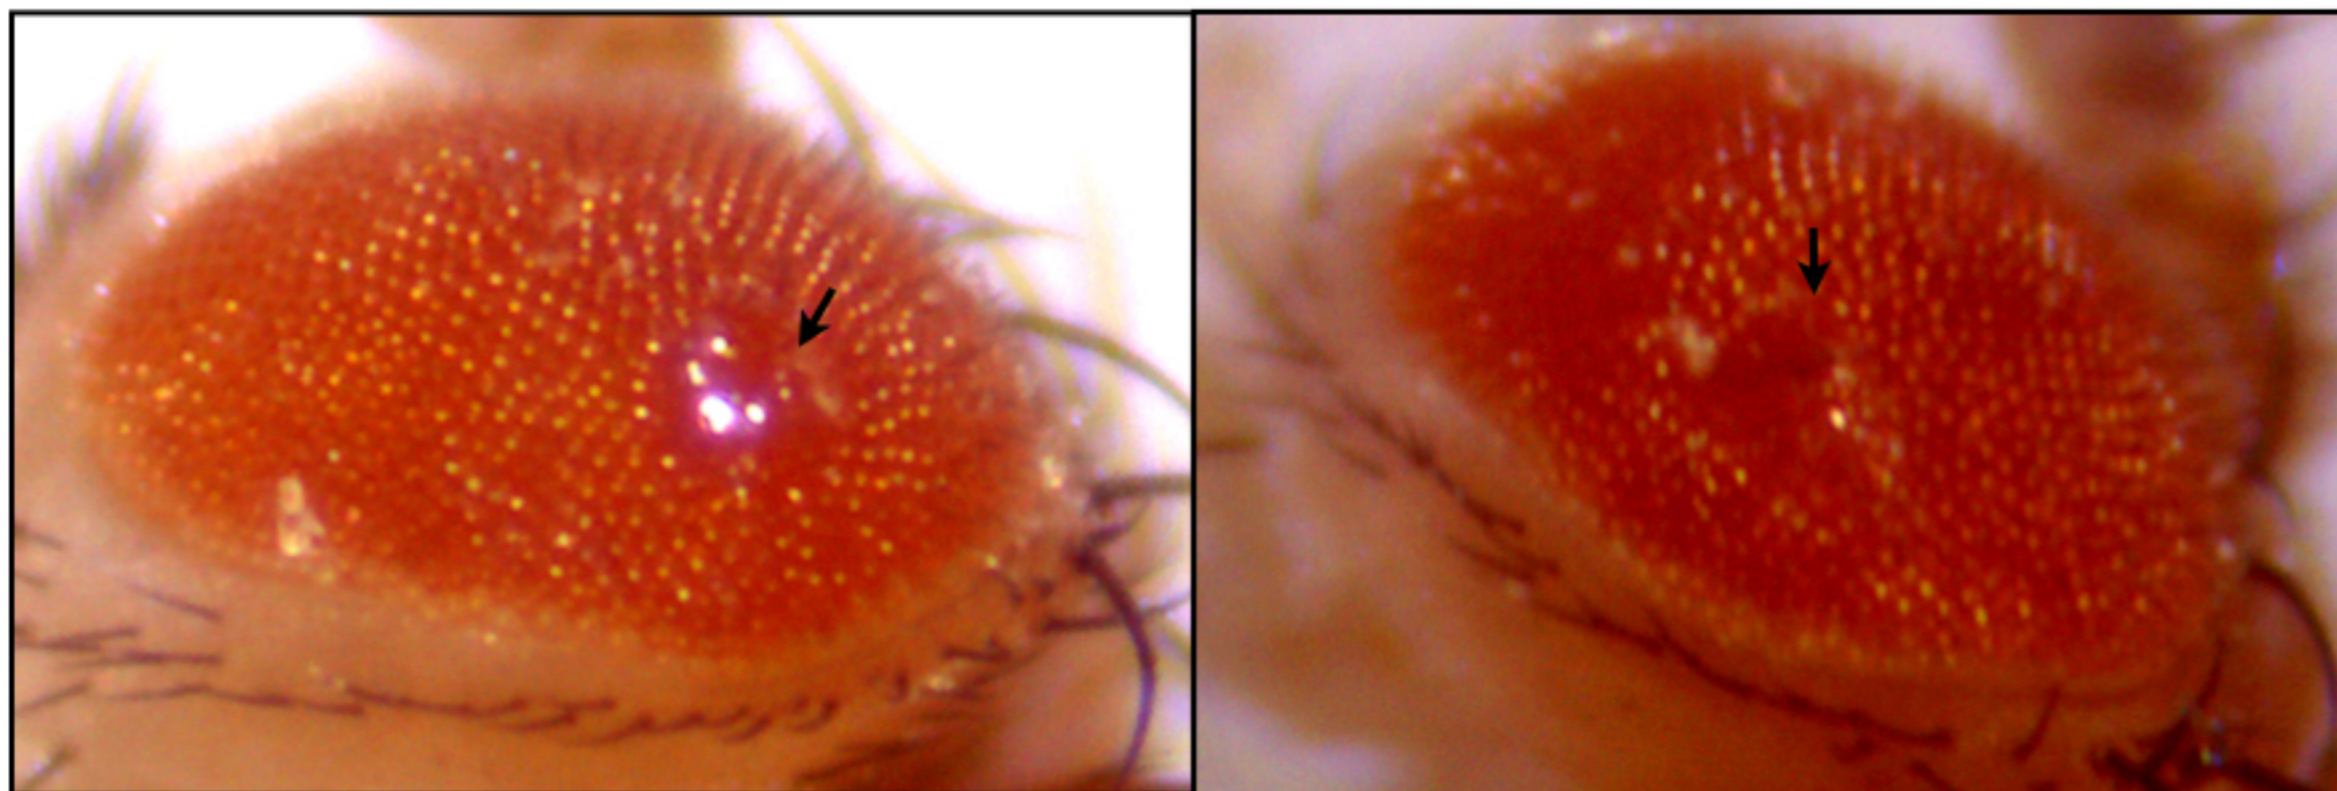**Figure S4**

How the deposited data were processed for this re-analysis (not part of the article)

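The data are gene-level mRNA-seq values of F1 heads of Kr^If-1 flies whose parents were exposed to Cr(VI), with 2 libraries from flies without and 2 from flies with phenotypic variations. The labels call the repeats biological. The authors aligned the reads to RefSeq mRNAs (dm6) with Bowtie2 and quantified them with RSEM, and the submitters' processing notes name dm3 beside dm6 without a role. Tool versions are not given in the sources used here. The deposited values are FPKM per gene, given to 2 decimals, so reads cannot be recovered exactly and no count test was used. The table has 16680 gene rows, while the paper counts transcripts, so the planned test of transcripts was run on genes and the separate test of genes coincides with it. Of the names, 16491 were matched to current symbols, 3987 of them through older symbols, and 5 had been turned into dates and were left unnamed. Coordinates are those of the Ensembl annotation of the dm6 assembly. The gene that the paper calls Stip1 is listed as Hop.

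The total number of reads is unknown. For genes with 1 annotated transcript of 300 to 700 bp, the lowest FPKM above 0 (percentile 1) times length gave the value of about 1 read, 0.0180 to 0.0205 FPKM for a transcript of 1000 bp, so the libraries differ little in depth. No interval from counting error was computed.

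Genes with a mean of at least 1 FPKM over the 4 libraries were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.1. Gene lists were tested with camera at a preset correlation of 0.01, where at least 5 members were measured, with adjustment over the lists and a threshold of 0.05. The 37 lists cover tissues and cell types of the head, neighboring tissues that a head could carry, stress responses and the pathways the paper discusses, and 1177 of their 1245 names were matched. Pearson r was computed over all rows on linear FPKM, after the paper's Methods. Python 3.11.15 with pandas 2.3.3 was used for tables.

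The fit was tested on simulated log2 values with 200 changed genes. The values had the means of the 10194 genes of this comparison and variances redrawn among genes of similar mean. In 20 runs the fit found 71.9% of genes changed by 1 on the log2 scale and 91.0% of those changed by 2, with 17.6 false calls per run on average. The variances were estimates from 2 libraries per group taken as true, with noise independent between genes. These shares therefore do not give the power in the real data. There, 273 genes differed over 2-fold on log2(FPKM + 1) and 9 passed. Named genes were fixed by a rule before the data were examined. The rule takes up to 12 genes per direction by size among those past the threshold with no overlap between groups, filled up with the smallest p where fewer pass, with the genes the paper names and the members of each list with the highest level and the largest change. Alternatives were another pseudocount, filters, scalings, thresholds, a replicate block, limma without trend, leaving out each library, other list tests and, for r, other scales and rows. The promoter motif test was not run, since it needs the genome sequence, and transposon families were not analysed here.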

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

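The tests on the Hsp70 copies, on the other heat-inducible genes, on handling before freezing and on adult fat body genes were chosen only after the result was seen. Standard errors of medians given below are over the genes of a list, not over libraries, and genes are not independent replicates. The genes named first here passed the test and are not named in the paper's text. CG4500 changed by -3.32, Fbp2 by -2.49, Lsp1alpha by -1.85, CG31664 by 1.15, Mkp by 1.16, CG17325 and CG42305, which are 1 measurement, by 1.74, CG11854 by 3.11 and to by 3.96 on the log2 scale. Of the lists that passed by camera, the paper's text discusses Hsp90 and the Notch pathway, but gives no mRNA values of any of these lists in these heads. The median log2 fold change was -0.43 for cuticle proteins, -0.42 for muscle, 0.62 for heat shock proteins, -0.15 for odorant binding and chemosensory genes, -0.16 for glutathione S-transferases, -0.079 for nuclear genes of oxidative phosphorylation, -0.16 for cytochrome P450s, -0.16 for the Notch pathway, -0.58 for digestive enzymes and -0.13 for glia. The digestive enzymes turned higher without repeat 1 without phenotype (camera adjusted p = 0.19) and did not pass without repeat 1 with phenotype (camera adjusted p = 0.37). For all of these lists the adjusted p was 0.87 with an estimated correlation, a test that has few residual degrees of freedom here and passed no list.

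Of the heat shock protein genes, 24 of 25 had higher FPKM with phenotype, and with an estimated correlation the list did not pass (adjusted p = 0.87). That reads only moved between the near-identical Hsp70 copies is argued against by their sum. It was 8.71-fold higher with phenotype (124 and 246 FPKM without, 2264 and 959 FPKM with). This test was added after a first one, the median log2 fold change of 12 other heat-inducible genes. Of these, 12 of 12 were higher, with a median of 0.75 (standard error 0.32). That median lay above the bound set for it, but by less than its standard error, so the first test was taken as open. Handling or temperature before freezing that differed between the groups cannot be told apart from an effect of the phenotype, because how each group was collected is not given in the sources used here, and the count of heat-inducible genes higher in both libraries with phenotype, 15 of 18 where handling was predicted to raise every one, decides nothing, since these genes were chosen after the rise was seen. The phenotype itself stays open and was not tested.

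Of the cuticle protein genes 38 of 46 had lower FPKM with phenotype (adjusted p = 0.87 for the list with an estimated correlation), and of the larval serum and fat body protein genes, grouped after their values were seen, 6 of 6, with a median log2 fold change of -1.94 (standard error 0.41). Less adult fat body tissue would lower adult fat body genes about as much. The median of those genes, each expressed in these heads, was 0.51 (standard error 0.32), with 7 of 10 higher and 2 lower with no overlap between groups. As a list they did not pass (camera adjusted p = 0.16, and adjusted p = 0.59 with an estimated correlation). These genes were chosen after the result was seen, so their median does not decide whether less fat body tissue was the cause. A candidate explanation is that flies without phenotype were collected younger, since 15 of 17 chitin and tanning genes in no earlier list were lower, with a median of -0.90 (standard error 0.22). With the genes of earlier lists, 16 of 19 were lower, with a median of -0.57 (standard error 0.25), and this list did not pass with an estimated correlation (adjusted p = 0.35). A smaller share of epidermis would give the same and stays open, as does the phenotype itself, and the age of the flies at collection is not given in the sources used here. The repeats without phenotype were not alike in such genes, with kkv at 29.4 and 54.7 FPKM and serp at 147 and 263 FPKM. With phenotype, kkv was at 18.8 and 11.4 FPKM and serp at 83.5 and 50.6 FPKM. Both were singled out after their values were seen. The cuticle gene Edg91 went the other way between the repeats without phenotype, at 17.0 and 11.5 FPKM.

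Digestive enzyme transcripts were high in repeat 1 without phenotype. Midgut tissue among these heads is a candidate source, since 10 of 15 midgut genes outside that list were 5-fold or more above all other libraries there, among them CG10472, singled out after its values were seen, at 126 FPKM against at most 2.43 FPKM elsewhere, while 6 of the 15 reached 1 FPKM in another library. Mal-A4 was at 37.3 FPKM there and alphaTry at 28.5 FPKM. Other enzymes were highest in repeat 2 with phenotype, such as alphaTry at 77.4 FPKM, so gut transcripts were not confined to that library. No biological explanation was tested.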

How the results depend on the processing

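The adjusted p under 0.2, the crossed pairing, counting identical rows once, the heat shock list without its Hsp70 copies and r without digestive enzymes were added after the data were seen. The number of genes past the threshold, 9, was 23 with a pseudocount of 0.1, 3 with no filter, 109 with a filter of 5 FPKM, 4 with median-ratio rescaling, 5 without the trend, 4 at an adjusted p under 0.05 and 1883 at an adjusted p under 0.2; the cause was not tested. Leaving out 1 library gave from 0 (1521 and 817 at p under 0.05 from limma) to 607, the lone library being assumed to vary like the other group. With the replicate block limma called 0 (2070 at p under 0.05), and same-numbered libraries deviated with a correlation of -0.13. The crossed pairing called 404. Splits across the groups called 0 genes (88 and 103 at p under 0.05 from limma). Each such split has 1 library of either group on both sides, so the difference between the groups counts as noise. Few calls were possible, and the splits are no reference for the 9 genes. The 10 lists became 0 with an estimated correlation and 0 with fry (0 and 8 at p under 0.05), and leaving out 1 library gave from 6 to 11. Digestive enzymes turned higher without repeat 1 without phenotype (adjusted p = 0.19; 8.2e-18 to 0.37 over the libraries left out), while the other called lists kept their direction. The heat shock list without its Hsp70 copies had an adjusted p of 7.8e-04. List calls also ended (camera adjusted p in parentheses) without repeat 1 without phenotype for glutathione S-transferases (0.094), oxidative phosphorylation (0.85), cytochrome P450s (0.52) and glia (0.12), without repeat 2 without phenotype for Notch (0.11) and glia (0.12), without repeat 1 with phenotype for digestive enzymes (0.37), without repeat 2 with phenotype for Notch (0.099) and glia (0.47), with no filter for Notch (0.054), digestive enzymes (0.058) and glia (0.067), with quantile normalization for oxidative phosphorylation (0.13) and glia (0.093), and with median-ratio rescaling for digestive enzymes (0.25) and glia (0.14). Calls were gained without repeat 1 without phenotype by fat body (0.037), without repeat 2 without phenotype by lipid and sugar metabolism (0.0014), neurons (0.011) and trithorax group (0.0073), without repeat 1 with phenotype by antimicrobial peptides (0.010) and hemocytes (0.015), without repeat 2 with phenotype by circadian clock (0.026) and phototransduction (1.9e-04), with no filter by circadian clock (0.037) and neurons (0.0069), with quantile normalization by neurons (0.0037), and with the replicate block by neurons (0.033). Without digestive enzymes r between group means was 0.968. The fall in r was 0.018 against group means and 0.025 against single pairs; on log2(FPKM + 1), with an r between group means of 0.989, it was 0.00233 and 0.00427, and with Spearman ranks -0.00225, turning its direction, and 0.00292; the cause was not tested. Without 1 library the r between groups ran from 0.954 to 0.976. Of the 9 called genes, 0 turned direction under any alternative run, and each lost its call under 3 to 7 of 12 or 13. Of the transcription factors of Fig. 3d, 0 passed under any setting (limma; 2 at p under 0.05). Among other named genes, leaving out 1 library turned the log2 fold change of Trl (-0.13 to 0.051), eyg (-0.13 to 0.13), Dl (-0.57 to 0.0087), trx (-0.078 to 0.19), Su(z)12 (-0.060 to 0.031), Act5C (-0.058 to 0.024), Gs2 (-0.28 to 0.079), Argk (-0.057 to 0.17), Obp19d (-0.062 to 0.21) and Obp99c (-0.017 to 0.50). With quantile normalization, eyg turned to -0.015, Act5C to 0.024 and Argk to -0.11. With median-ratio rescaling, eyg turned to -0.059, trx to -0.025, Argk to -0.030 and Obp19d to -0.0094. The motif alternatives were not run, and sums per gene were not applicable. Read depth is unknown, so no limit from counting error was computed.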

Differences from the paper's values

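The paper counts transcripts, and the values used here cover 16680 genes, fewer than the transcripts it compares. At the paper's false discovery rate of 0.1, the paper reports 3731 changed transcripts and 9 genes passed here by limma. Before any test, 88 genes here were over 2-fold higher and 185 over 2-fold lower on log2(FPKM + 1), which shrinks the folds of genes with few FPKM. The paper reports 618 transcripts over 2-fold higher and 789 over 2-fold lower among its EBSeq calls, against 6 and 3 genes past limma's threshold here, so the test and the unit differ. None of the alternatives set before the data were examined reached these counts, the highest being 607 genes without repeat 1 without phenotype. The threshold of 0.2 added after seeing the values gave 1883 genes, still below the paper's count.

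In Fig. 3d, read by eye, the log2 ratio of the means is about 0.06 for z, about 0.14 for srp and about 0.14 for Dref, and it was 0.15, 0.22 and 0.23 here. Of the alternatives set before the data were examined, quantile normalization gave 0.092, 0.18 and 0.15 and median-ratio rescaling gave 0.063, 0.13 and 0.14, all within the spread of single libraries of the paper's values. Without repeat 1 without phenotype z was 0.10 and Dref 0.19, and without repeat 1 with phenotype srp was 0.18 and Dref 0.18, within that spread too. Leaving out each of the other libraries did not bring these genes within it, and the pseudocount, filters and block leave a ratio of means as it is. No direction differs, and none of these genes passed the test.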

Other observations

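The genes whose values follow did not pass the test between heads with and without phenotype (adjusted p from 0.11 to 0.90 from limma), and some were chosen after their values were seen. The antimicrobial peptide genes Mtk and DptB were at 45.7 and 72.5 FPKM without phenotype and 301 and 694 FPKM with phenotype and at 44.8 and 91.9 FPKM without phenotype and 182 and 449 FPKM with phenotype, respectively. The immune-induced IM18 was at 12.3 and 17.6 FPKM without phenotype and 76.5 and 156 FPKM with phenotype. The list of antimicrobial peptides and immune effectors did not pass (camera adjusted p = 0.44), but did, as higher, without repeat 1 with phenotype (camera adjusted p = 0.010). Over all libraries its adjusted p was 0.90 with an estimated correlation and 0.65 with fry. The noncoding alphagamma-element:CR32865, a heat-induced transcript of the Hsp70 region, was at 3.91 and 11.2 FPKM without phenotype and 154 and 99.5 FPKM with phenotype. The sugar-responsive transcription factor gene sug was at 10.1 and 6.99 FPKM without phenotype and 40.1 and 30.0 FPKM with phenotype, and the metallothionein gene MtnA, which metals induce, at 617 and 472 FPKM without phenotype and 905 and 1025 FPKM with phenotype. The list of metal and oxidative stress genes, which holds MtnA, did not pass. Of its 24 measured genes, 11 were higher and 13 lower (camera adjusted p = 0.29, and adjusted p = 0.87 with an estimated correlation). Its largest change was that of Prx2540-1, at 287 and 427 FPKM without phenotype and 159 and 153 FPKM with phenotype. The clock gene tim was at 61.0 and 43.8 FPKM without phenotype and 104 and 85.5 FPKM with phenotype and vri at 59.1 and 51.2 FPKM without phenotype and 82.0 and 68.6 FPKM with phenotype, while Clk was at 7.96 and 9.02 FPKM without phenotype and 8.54 and 8.68 FPKM with phenotype. Of the circadian clock list, 14 of 17 genes were higher (camera adjusted p = 0.076), among them takeout, which passed the test, and the list passed with no filter and without repeat 2 with phenotype (camera adjusted p = 0.037 and 0.026). With an estimated correlation over all libraries, the adjusted p of this list was 0.87. With fry it was 0.0500, the smallest of all lists by fry and just above the threshold.

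The paper measured Hsp83 and Piwi as proteins in other samples. In these heads Hop, which the paper calls Stip1, was at 18.6 and 19.3 FPKM without phenotype and 31.6 and 27.9 FPKM with phenotype (adjusted p = 0.12 from limma), piwi at 1.12 and 1.32 FPKM without phenotype and 1.95 and 2.04 FPKM with phenotype (adjusted p = 0.18 from limma), and Hsp83 had an adjusted p of 0.14 from limma. The gene aub lay below the filter and was not tested, at 0.78 and 0.81 FPKM without phenotype and 0.73 and 0.94 FPKM with phenotype. Of the piRNA pathway list, 13 of 21 measured genes were higher and 8 lower (camera adjusted p = 0.55), with spn-E at 1.54 and 1.68 FPKM without phenotype and 0.85 and 0.92 FPKM with phenotype and armi at 2.02 and 2.45 FPKM without phenotype and 3.45 and 3.34 FPKM with phenotype. Trithorax group and Polycomb group genes did not pass (camera adjusted p = 0.14 and 0.24), though the trithorax group passed, as higher, without repeat 2 without phenotype (camera adjusted p = 0.0073; adjusted p = 0.87 over all libraries with an estimated correlation). Phototransduction and eye determination genes did not pass either (camera adjusted p = 0.42 and 0.44), though phototransduction passed, as higher, without repeat 2 with phenotype (camera adjusted p = 1.9e-04; over all libraries with an estimated correlation, adjusted p = 0.87). Kr, whose dominant allele these flies carry, was at 1.68 and 2.03 FPKM without phenotype and 2.27 and 2.83 FPKM with phenotype (adjusted p = 0.28 from limma).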
